A study of Drosophila melanogaster with 3 samples.

How the data were processed

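The series measured single-cell transcriptomes of larval brain cells from 3 fly genotypes with the 10x Genomics GEM-X 3′ chemistry, with 1 library per genotype and no replicates. Per the file headers, each matrix was written by Cell Ranger 9.0.1. The deposited values are raw UMI counts per gene and barcode with every observed barcode kept, so neither a cell filter nor a normalization had been applied by the authors. The genome build, the gene annotation and whether intronic reads were counted are not stated in the headers or labels. The feature list held 13988 entries, including GFP and mCherry. Gene coordinates come from the Ensembl release 115 annotation of the assembly BDGP6.54, joined on FlyBase identifiers, of which 13976 matched. The authors' own build may differ from it. The groups come from the sample titles and genotypes in the labels. All 3 libraries carry batch 1 in the labels, so no batch could be separated from genotype or compared within genotype.

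Cells were called here from the raw counts. A barcode needed at least 1000 UMIs, or 5 times the median of the barcodes ranked 30001 to 60000 if that was higher, which it was in none of the 3 libraries. It also needed at least 500 detected genes and at most 20% of its UMIs on the 13 mitochondrial genes. Doublets were scored per library with an implementation of the Scrublet score written for this work, and the highest scores were removed at 0.4% per 1000 cells. The removed share was 5.94% in control, 6.07% in the library labelled mud and 5.76% in the nanobody library. The 3 libraries were then clustered jointly without batch correction, on 2000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 1 with seed 7.

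Clusters were named from fixed marker lists, of which 49 of 50 genes were in the feature list. The score of a class was the mean z-score of its markers over clusters, on log2 of CPM plus 100. A name needed at least 3 markers each detected in at least 10% of the cells, a lead of 0.25 over the next class, and no other class with more markers among the top 10 genes by fold. A cluster also stayed unnamed when the median of its cells' UMIs, times 3, was under that of their libraries and none of its markers was among those top 10 genes. These numerical thresholds were set after the clusters had been seen. The rule on leading genes was tried both with pros and elav counted and with both left out, and the stricter reading was kept after both outcomes were known. The counts of neuroblast-like and GMC-like cells were identical under both readings. Immature and mature neuron-like clusters were merged, so that 3 lineage classes were compared where 4 had been planned. A class name ends in "-like" because it rests on transcripts alone, and shares depend on these rebuilt names.

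The marker lists, the gene lists, the comparisons, the rule for naming genes and 61 alternative settings were fixed before the data were examined. A further 39 alternatives were added afterwards. They cover the naming rules, another clustering seed, clustering without the genes that differed most between libraries, a minimum of 12% of UMIs on 93 ribosomal-protein genes, leaving out cells with at least 3 hemocyte marker UMIs, and phases without thinning. The 61 covered cell calling, doublets, resolution, thinning, scaling, pseudocount and the choice of neuroblast cells. TMM and median-of-ratios scaling of the list medians in GMC-like and neuron-like cells, CPM of dpn, pros and nSyb over all called cells, and the level of named genes in barcodes of 20 to 200 UMIs, were computed only after the main results had been seen.

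Shares of cells carry exact 95% binomial (Clopper-Pearson) intervals, and summed UMIs carry exact 95% Poisson intervals. All intervals cover counting error only. They do not cover differences between animals, dissections or library preparations, and with 1 library per genotype no test between genotypes and no count of changed genes was made. Shares of cells with a UMI, and cell cycle phases, were computed after each cell was thinned to 1000 UMIs by sampling without replacement, and are given unthinned as well. No called cell was shallower than 1000 UMIs. Phases came from the scanpy cell cycle scores with the fixed S and G2/M lists. The GMC to neuroblast UMI ratio is the ratio of median UMIs per cell within a library, and its bounds combine the 95% order-statistic bounds of both medians.

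For gene ratios, UMIs were summed over the cells of a class in each library and given as CPM of all UMIs in those cells, and log2 ratios were taken after adding 5 CPM. Against a library with 0 UMIs, a fold is given as the lower end of its 95% counting interval and, separately, against a floor of 3 counts. Shares above 90% in every library were left out of the ranges over settings, a rule added after the values were seen. Named genes are the 5 highest and the 5 lowest log2 ratios in neuroblast-like cells among genes with at least 50 CPM in one of the libraries compared, plus members of the fixed lists. Medians of 8 gene lists were placed among 10000 random lists of the same size matched on mean expression, and 1000 Poisson redraws gave their counting range. Members of a random list were drawn independently of each other, while members of a fixed list can vary together. The percentiles can therefore overstate how unusual a list is. With 3 comparisons and 3 classes this made 72 list medians, all of which were seen before single list members were singled out. The comparisons with control share that library, so their correlation across genes was set beside 100 simulated draws in which no gene differed. The ratio and list steps were tested on simulated counts for mud over control over 13988 genes. All 200 changed genes had the right sign, and 196 lay within 0.25 of the log2 ratio expected after the pseudocount and the changed total. A list of raised genes reached percentile 100 and a list of unchanged genes percentile 86.5. Both simulated libraries were drawn from the control profile at equal depth with counting error only. Unequal depth and variation between libraries were therefore not tested.

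Analyses used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The sex of the larvae, through the roX non-coding RNAs, was planned but not analysed here. Sequence reads and their positions were not used here.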

Results

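Single-cell transcriptomes were collected from FACS-sorted type 1 neuroblast lineages of Drosophila melanogaster larval brains, at 72 to 96 h after egg laying. Neuroblasts are the neural stem cells of the fly brain. A type 1 neuroblast divides asymmetrically into a large daughter that stays a neuroblast and a small ganglion mother cell (GMC), which divides into differentiating progeny. The study asks whether the size of sibling cells bears on their passage through the cell cycle and on the fate they adopt. All 3 genotypes carried Sqh::GFP, a tagged myosin regulatory light chain, and a worniu-Gal4 driver with mCherry::Jupiter, a tagged microtubule-binding protein. The control library had no further change, the library labelled mud carried the allele mud4 on X, and the nanobody library expressed a fusion of Inscuteable, the kinase domain of Rock and an anti-GFP nanobody. Each genotype was represented by 1 library, without replicates.

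The matrices held 120307337 UMIs over 1824986 barcodes for control, 125857942 UMIs over 1911150 barcodes for the library labelled mud and 127824556 UMIs over 1824528 barcodes for the nanobody library. After cell calling and removal of 882, 923 and 831 doublets, 13970, 14271 and 13584 cells remained, respectively. They held 97746629, 100408699 and 102713728 UMIs. Median depth was 6380.5 UMIs per cell in control (quartiles 4028.25 and 9182.75), 5996 in the library labelled mud (4040 and 8731.5) and 6673.5 in the nanobody library (4226 and 9899.5). The median number of detected genes was 1885, 1810 and 1951.

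Transcripts of the altered genes were examined first, as a check of the labels. The mud transcript (FBgn0002873, X 14247732 to 14258595, BDGP6.54) stood at 113 CPM in control (95% Poisson interval 110.6 to 114.8), 141 CPM in the library labelled mud (139 to 144) and 111 CPM in the nanobody library (109 to 113). Transcript of mud was therefore not lower in the library labelled mud, either in all called cells or in neuroblast-like cells, where it reached 218, 296 and 269 CPM. The labels do not say whether this allele alters transcript abundance, so transcript level cannot check the label, and every direction given for this library rests on the label alone. The transcript of insc (FBgn0011674, 2R 20821262 to 20836028), whose product is part of the nanobody fusion, stood at 34.1 CPM in control (33.0 to 35.3), 30.6 in the library labelled mud and 47.3 in the nanobody library (45.9 to 48.6). In GMC-like cells insc reached 97.3, 86.9 and 168 CPM. In neuroblast-like cells it stood at 53.1 (47.0 to 59.8), 67.4 (62.1 to 72.9) and 79.9 CPM (73.9 to 86.4), so there it was above control in the library labelled mud as well. Rok (FBgn0026181, X 16624012 to 16637414) stood at 109, 141 and 142 CPM, and sqh at 68.5, 78.8 and 69.0 CPM. GFP was represented by 538, 455 and 521 UMIs, or 5.50, 4.53 and 5.07 CPM. The mCherry reporter fell from 139 CPM in control to 46.1 CPM in the library labelled mud and 70.3 CPM in the nanobody library, while wor itself stood at 141, 109 and 113 CPM.

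The first comparison asked whether the make-up of the lineages differed between genotypes. Joint clustering gave 40 clusters, of which 25 were named. Neuroblast-like cells, in clusters 16 and 20, made up 428 of the 7951 control cells in the 3 lineage classes, or 5.38% (95% binomial interval 4.90 to 5.90). They made up 833 of 7726 cells in the library labelled mud, or 10.8% (10.1 to 11.5), and 794 of 7088 in the nanobody library, or 11.2% (10.5 to 11.96). GMC-like cells, in clusters 0 and 1, went the other way, with 29.3% in control (28.3 to 30.4), 23.9% in the library labelled mud (22.9 to 24.8) and 19.8% in the nanobody library (18.9 to 20.8). Neuron-like cells made up 65.3% (64.2 to 66.3), 65.4% (64.3 to 66.4) and 69.0% (67.9 to 70.1), so on this total control and the library labelled mud could not be told apart. Over all called cells, neuroblast-like cells made up 3.06%, 5.84% and 5.85%. Neuron-like cells made up 37.2% of all called cells in control (36.35 to 37.96), 35.4% in the library labelled mud (34.60 to 36.18) and 36.0% in the nanobody library (35.18 to 36.80). On that total the interval of the library labelled mud lay below that of control, and the nanobody library was not above control. The order of neuron-like shares thus depended on the total used. The mCherry gene was among the leading genes of both GMC-like clusters, and Nplp2 led cluster 20. When the 611 genes that differed most between libraries were kept out of the clustering, neuroblast-like shares were 8.38%, 11.3% and 12.7%, and GMC-like shares 25.1%, 21.4% and 17.7%. The alternative that moved the neuroblast-like share most also counted cluster 15, which was unnamed because it scored closely as INP or type II-like and as neuroblast-like. It gave 10.2%, 17.4% and 15.4%. Cluster 23, which lay between neuron-like and neuroblast-like, was not counted under it. Across all 14 settings, the neuroblast-like share lay 1.17 to 2.00 times above control in the library labelled mud and 1.31 to 2.12 times above it in the nanobody library. The GMC-like share was below control in both throughout, at 0.773 to 0.896 and 0.619 to 0.798 times its value. On the main clusters, no setting counted the unnamed cluster 2, which scored as GMC-like and held 636, 749 and 837 cells. Counting it would narrow the gap to control.

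**Figure D1:**
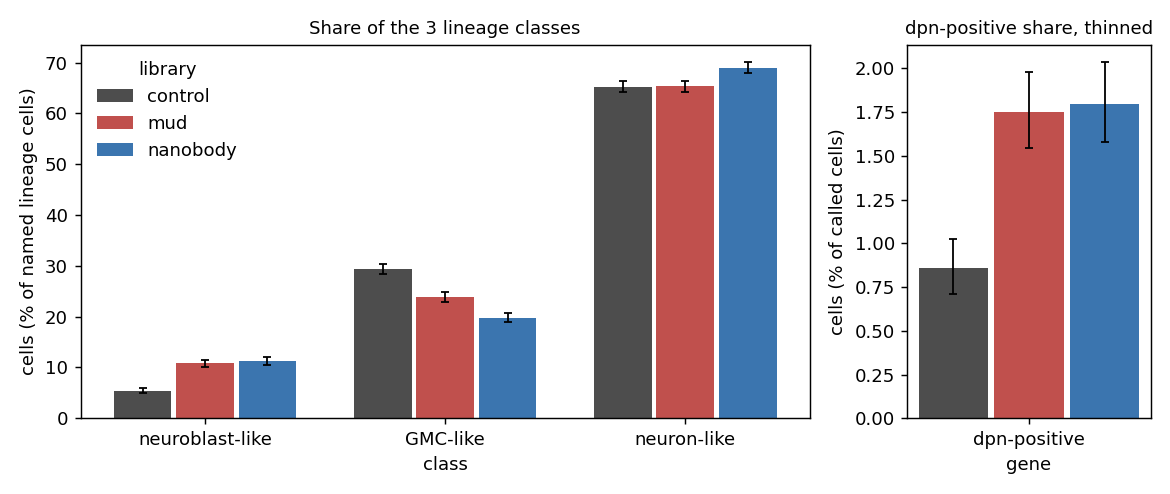
Percent of cells per class (neuroblast-like, GMC-like and neuron-like, among these 3 classes) and percent of all called cells with a dpn UMI after thinning to 1000 UMIs, for the control library, the library labelled mud and the nanobody library. Error bars are exact 95% binomial intervals; the neuroblast-like bars stand at 5.38%, 10.8% and 11.2%, and the GMC-like bars at 29.3%, 23.9% and 19.8%.

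The mixture inside the neuroblast-like class also differed. Cluster 16, led by CycE, klu and mira, held 248, 407 and 570 cells, and cluster 20 held 180, 426 and 224 cells. The 15 unnamed clusters held 41.7% of called cells in control, 43.2% in the library labelled mud and 45.4% in the nanobody library. Among them, cluster 15 scored closely as INP or type II-like and as neuroblast-like, and held 3.02%, 4.36% and 2.56% of called cells. Cluster 2 scored as GMC-like with ham among its leading genes, and held 4.55%, 5.25% and 6.16%. Cluster 23, between neuron-like and neuroblast-like, held 1.70%, 1.29% and 2.05%. Clusters 3, 4 and 6 lay between GMC-like and neuron-like. Their shares were 4.87%, 4.72% and 5.99% for cluster 3, 3.94%, 4.39% and 5.13% for cluster 4, and 4.45%, 4.295% and 3.47% for cluster 6. Cluster 11 held 3.41%, 3.23% and 4.40%, and cluster 13, with few UMIs per cell, 3.87%, 3.66% and 2.99%. The other 7 unnamed clusters scored as neuron-like with leading genes of another class. Their shares were 3.72%, 3.57% and 3.91% for cluster 9, 2.03%, 2.15% and 3.05% for cluster 17, and 2.60%, 1.65% and 2.72% for cluster 18. Cluster 21 held 1.61%, 2.10% and 1.53%, cluster 27 1.27%, 1.71% and 0.847%, cluster 37 0.372%, 0.491% and 0.213%, and cluster 38 0.279%, 0.392% and 0.331%. Outside the lineage classes, INP or type II-like cells made up 0.852%, 1.03% and 1.61% of called cells. Glia-like cells made up 0.537%, 1.58% and 0.839%, including cluster 39, led by Obp44a and Obp99a, with 0, 61 and 71 cells.

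Expression of the neuroblast gene dpn (FBgn0010109, 2R 8228971 to 8232330) gave a count of stem-like cells that does not use the clusters. After thinning to 1000 UMIs, 120 of 13970 control cells held a dpn UMI, or 0.859% (0.713 to 1.03). The share was 1.75% in the library labelled mud (1.54 to 1.98), from 250 cells, and 1.796% in the nanobody library (1.58 to 2.03), from 244 cells. Without thinning, which moved this share most, it was 2.87%, 5.34% and 5.73%. Summed over all called cells, dpn stood at 19.2, 27.5 and 25.1 CPM, so no order is read between the altered genotypes. In neuron-like cells, which should lack dpn, the thinned share was 0.135%, 0.139% and 0.123%, at median depths of 6353, 6270.5 and 6833 UMIs. Unthinned, this background was 0.270% (0.148 to 0.452), 0.733% (0.516 to 1.01) and 0.614% (0.414 to 0.875), and so was itself higher in the library labelled mud than in control, with overlapping intervals for the nanobody library. The same count gave 49.8%, 47.9% and 52.7% for pros (unthinned 79.1%, 79.6% and 82.9%) and 15.6%, 17.4% and 15.8% for nSyb (unthinned 32.3%, 36.1% and 34.8%). Summed pros stood at 5477, 4225 and 6887 CPM and nSyb at 302, 322 and 268 CPM, so no order is read for nSyb between control and the nanobody library.

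Mixed identity, planned as a readout of fate, was scored as the share of dpn-positive cells that also held a UMI of pros, elav or nSyb. It was 74.2% in control (65.4 to 81.7, 89 of 120 cells), 69.2% in the library labelled mud (63.1 to 74.9, 173 of 250) and 78.7% in the nanobody library (73.01 to 83.7, 192 of 244). Both intervals overlapped that of control, so no difference from control was detectable at this depth. Unthinned, the shares were 99.5%, 98.3% and 98.6%. Among all neuroblast-like cells, with or without dpn, 69.9%, 66.3% and 72.0% held such a UMI after thinning. These UMIs were mostly of pros or elav, and only 2, 6 and 5 dpn-positive cells held one of nSyb. Such transcripts were thus common in neuroblast-like cells of control too, so this share cannot show a mixed fate. In glia-like cells, which should lack these transcripts, 30.7%, 24.3% and 34.2% held such a UMI, at median depths of 7297, 6549.5 and 4386.5 UMIs against 8945, 5544 and 5175 UMIs in dpn-positive cells.

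UMIs per cell served as a readout of RNA content beside sibling size. The median GMC-like cell held 0.999 times the UMIs of the median neuroblast-like cell in control (bounds 0.914 to 1.10), 1.13 times in the library labelled mud (0.952 to 1.29) and 1.38 times in the nanobody library (1.17 to 1.59). The medians were 8750, 6452 and 9243 UMIs in GMC-like cells and 8754.5, 5698 and 6675 UMIs in neuroblast-like cells. Quartiles in neuroblast-like cells were wide, at 3233.5 and 14674 in control, 2328 and 13514 in the library labelled mud and 3032 and 12902.25 in the nanobody library. Among cells with at least 12% ribosomal-protein UMIs, the setting that moved the ratio most, it was 0.992, 0.827 and 0.995. The direction for the library labelled mud therefore changed with the choice of cells, and the excess in the nanobody library disappeared under that setting. Control divisions give a large neuroblast and a small GMC, but the control ratio of 0.999 did not show that difference. UMIs per cell thus did not follow cell size here, and the ratios are not read as changes in sibling size.

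Cell cycle phase was compared on thinned neuroblast-like cells. The G2/M share was 18.5% in control (14.9 to 22.5, 79 cells), 26.2% in the library labelled mud (23.2 to 29.3, 218 cells) and 22.5% in the nanobody library (19.7 to 25.6, 179 cells). At this depth the interval of the nanobody library overlapped that of control. Unthinned shares were 13.3% (10.2 to 16.9), 21.2% (18.5 to 24.2) and 22.7% (19.8 to 25.7), with the intervals of both altered genotypes above that of control. The S share was 61.7%, 55.1% and 62.3%, and the G1 share 19.9%, 18.7% and 15.1%. In the unthinned sums over these cells, the G2/M list of the library labelled mud had a median log2 ratio of −0.17 over control. The S phase list had −0.22. The larger G2/M share of that library therefore did not come with more G2/M transcript, and it is not read as more cells in G2/M. In GMC-like cells the G2/M share was 34.0%, 37.7% and 32.5% after thinning and 67.6%, 71.9% and 65.1% without it, so its level depends on depth. Counting cells with at least 3 UMIs of the G2/M list instead gave 93.7%, 93.6% and 95.8%, which is near saturation in every library and cannot show a difference. Across the 16 other settings the G2/M share of the library labelled mud lay at 1.02 to 1.60 times that of control, and that of the nanobody library at 0.958 to 1.70 times.

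Gene ratios were then computed in neuroblast-like cells, from 5142031, 9068449 and 8044703 summed UMIs. In the library labelled mud over control, 2949 genes passed 50 CPM. The highest was Nplp2 (FBgn0287423, 3L 13356376 to 13357223), with 0 UMIs in control, which allows at most 0.717 CPM, and 633 CPM in the library labelled mud (617 to 650). That is at least 882-fold higher at the lower end of the 95% counting interval, and 1085-fold against a floor of 3 counts. CG8157 (FBgn0034010, 2R 15325503 to 15326386) followed with 0 and 92.7 CPM, at least 129-fold higher by that interval and 159-fold against the floor, and regucalcin (FBgn0030362, X) rose from 3.50 to 63.4 CPM, a log2 ratio of 3.01. Nearly all of this came from 3 cells with hemocyte marker UMIs, and without such cells the log2 ratios were 0.44, 0.03 and −0.35. Next came retn (FBgn0004795, 2R 23632610 to 23654820), from 4.28 to 61.2 CPM (log2 2.83), and sordd1 (FBgn0030693, X 15793721 to 15796028), from 5.83 to 57.7 CPM (log2 2.53). The lowest ratios were those of CG32640 (X), from 90.04 to 12.5 CPM (log2 −2.44), and pnt (3R), from 181 to 32.6 CPM (log2 −2.30). The latter became 0.03 when cluster 15 was counted as neuroblast-like. CG13029, CG18259 and mCherry completed the lowest genes, with log2 ratios of −1.19, −1.13 and −1.06. In barcodes of 20 to 200 UMIs of control and the library labelled mud, retn stood at 9.51 and 25.6 CPM, sordd1 at 12.99 and 42.1 CPM, CG18259 at 60.4 and 27.5 CPM and mCherry at 147 and 34.3 CPM. CG32640 stood at 24.2 and 1.197 CPM there, CG13029 at 15.8 and 9.93 CPM and pnt at 35.6 and 60.1 CPM. Free RNA thus differed in the same direction for these genes except pnt.

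In the nanobody library over control, 2893 genes passed 50 CPM. Nplp2 stood at 241 CPM (230 to 252), at least 335-fold above the 0 UMIs of control by the counting interval and 413-fold against the floor of 3 counts. CG8157 stood at 77.3 CPM, at least 107-fold higher by the interval and 133-fold against the floor. Without the single cell of this library that held hemocyte marker UMIs, their log2 ratios were 0.35 and 0.00. Toll-6 (FBgn0036494, 3L) rose from 19.6 to 60.4 CPM (log2 1.41), Obp44a (2R) from 96.5 to 252 CPM (log2 1.34) and bru3 (3L) from 20.6 to 54.7 CPM (log2 1.22). These 3 genes were also higher in the library labelled mud, with log2 ratios of 1.34, 1.04 and 1.30. Obp44a rose in the other classes too, at 9.39, 27.4 and 38.8 CPM in GMC-like cells and 17.8, 47.8 and 79.3 CPM in neuron-like cells. As background, barcodes of 20 to 200 UMIs held 525, 983 and 1856 CPM of Obp44a, 69.0, 111 and 72.1 CPM of Toll-6 and 614, 1974 and 719 CPM of bru3. Each of these levels was above that of neuroblast-like cells in the same library, so free RNA was not excluded as a part of these counts, and the rise of Obp44a is not read as specific to neuroblasts. The lowest gene was pnt, at 26.0 CPM (log2 −2.58), followed by CG46301 (2L), from 251 to 85.4 CPM (log2 −1.50), Rbp6 (3L), from 62.8 to 23.6 CPM (log2 −1.24), Xrp1 (3R), from 167 to 83.5 CPM (log2 −0.96), and oc (X), from 53.7 to 26.0 CPM (log2 −0.92). Selecting cells by a dpn UMI and no nSyb UMI turned the log2 ratio of Rbp6 to 0.47. In barcodes of 20 to 200 UMIs of control and the nanobody library, Rbp6 stood at 485 and 627 CPM and oc at 109 and 96.0 CPM. CG46301 stood at 153 and 141 CPM there, Xrp1 at 158 and 138 CPM and pnt at 35.6 and 24.1 CPM. These levels were above those of neuroblast-like cells in both libraries for Rbp6 and oc, and in the nanobody library for CG46301 and Xrp1. Free RNA was not excluded as a part of those counts.

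Gene lists tied to the questions of the study were compared by the median log2 ratio of their members. Percentiles are descriptive, because members of a list can vary together and those of the random lists were drawn independently. The median over all 3003 genes at 50 CPM or more was −0.038 for the library labelled mud over control and 0.053 for the nanobody library over control. TMM scaling moved them to −0.055 and 0.0036, and median-of-ratios scaling to −0.072 and 0.0030. In neuroblast-like cells of the library labelled mud, the nucleolus and growth list had a median of 0.47 (percentile 100 of matched random lists), the stress list 0.30 (percentile 99.98) and the temporal list 0.18 (percentile 98.5). Without the 3 cells with hemocyte marker UMIs, the temporal median fell below 0.15, the upper end of the central 95% of its random lists. The S phase list had −0.22 (percentile 0.40) and the G2/M list −0.17 (percentile 1.53). Medians of the Notch target, asymmetric division and myosin lists were −0.06, 0.03 and 0.05, at percentiles 15.8, 88.8 and 85.3. In the nanobody library, the nucleolus and growth list had 0.19 (percentile 99.4), while the other 7 lists lay inside the central 95% of random lists. Its S phase, G2/M, temporal and Notch target medians were −0.01, 0.08, 0.02 and −0.03, and its asymmetric division, myosin and stress medians 0.13, 0.13 and 0.07. The alternative that moved these medians most again counted clusters close to neuroblast as neuroblast-like, and gave 0.07 and −0.07 for the nucleolus and growth list. Members included Imp (FBgn0285926, X 10787869 to 10824277), at 1048, 1879 and 1028 CPM, or 1034, 1623 and 1014 CPM without the 6, 41 and 12 cells that held a retn UMI. They also included EcR, with log2 ratios of 1.12 and 0.06, and Myc, with 0.81 and 0.05. Hsp70Ab had log2 ratios of 2.19 and 0.94, which are uncertain because near-identical Hsp70 copies share reads. Because the share of cluster 20 differed between libraries, these sums mix the 2 clusters in different proportions.

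**Figure D2:**
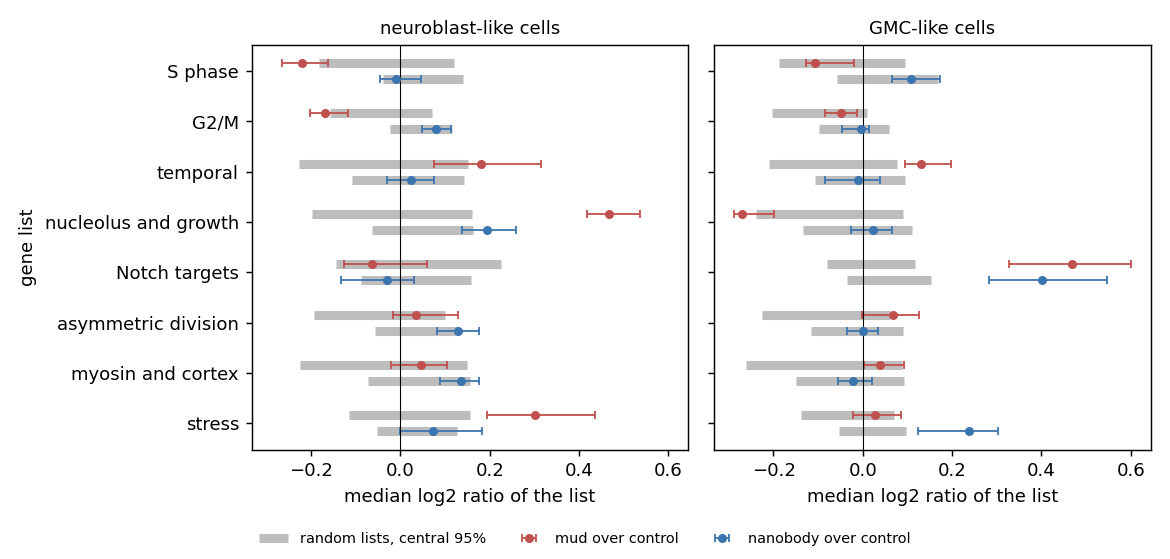
Median log2 ratio over control of 8 gene lists in neuroblast-like cells and in GMC-like cells, for the library labelled mud and the nanobody library. Grey bars give the central 95% of 10000 matched random lists and error bars the range of 1000 Poisson redraws; in neuroblast-like cells the nucleolus and growth list lies above the grey bar in both libraries under the main settings, and in GMC-like cells the Notch target list does.

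In GMC-like cells, summed over 19064792, 12934290 and 12908604 UMIs, the Notch target list had a median log2 ratio of 0.47 in the library labelled mud and 0.40 in the nanobody library, both at percentile 100. Under TMM scaling and under median-of-ratios scaling these medians were 0.48 and 0.37. The members E(spl)m7-HLH, E(spl)m8-HLH and E(spl)mbeta-HLH, all on 3R and singled out after the list had been seen, had log2 ratios of 1.60, 1.32 and 1.58 in the library labelled mud and of 1.14, 0.97 and 1.41 in the nanobody library. In CPM, E(spl)m7-HLH stood at 24.0, 83.1 and 58.7, E(spl)m8-HLH at 41.6, 112 and 86.3, and E(spl)mbeta-HLH at 8.13, 34.3 and 29.98. In neuroblast-like cells their log2 ratios were −0.16, −0.18 and −0.12 in the library labelled mud and −0.23, −0.37 and 0.11 in the nanobody library. GMC-like cells of the library labelled mud also had a median of −0.27 for the nucleolus and growth list (percentile 0.91) and 0.13 for the temporal list (percentile 99.4). Their asymmetric division list had 0.067 (percentile 97.9). GMC-like cells of the nanobody library had 0.24 for the stress list (percentile 99.99). In neuron-like cells the stress list had a median of 0.33 in both libraries (percentile 100), and the nucleolus and growth list −0.25 and −0.19 (percentiles 0.45 and 0.04). The myosin and cortex list had 0.16 in neuron-like cells of the library labelled mud (percentile 98.5). These directions were the same under both other scalings.

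A direct comparison of the altered genotypes, the library labelled mud over the nanobody library, separated some of these lists in neuroblast-like cells. The temporal list had a median log2 ratio of 0.29 (percentile 99.96) and the nucleolus and growth list 0.30 (percentile 100), while the S phase list had −0.22 (percentile 0.37) and the G2/M list −0.20 (percentile 0.26). The stress list had 0.098 (percentile 97.8). In GMC-like cells the same comparison gave 0.13 for asymmetric division (percentile 99.9), 0.11 for Notch targets (percentile 99.6), 0.076 for temporal (percentile 98.7) and −0.21 for nucleolus and growth (percentile 2.245). In neuron-like cells it gave 0.19 for myosin and cortex (percentile 99.7), 0.050 for G2/M (percentile 99.03), 0.078 for asymmetric division (percentile 98.7), 0.073 for Notch targets (percentile 98.2) and 0.097 for temporal (percentile 97.8). Of the 72 list medians over all classes and comparisons, 31 lay outside the central 95% of their random lists. Because list members can vary together, this count is not a measure of how many lists changed. Because both altered genotypes were set against the same control library, their log2 ratios over control correlate across genes even without any effect, and genes are not independent replicates. In neuroblast-like cells Spearman's correlation over 3003 genes was 0.623, inside the range of 0.552 to 0.643 from 100 simulated draws without effect. It was 0.548 in GMC-like cells over 2671 genes, above the simulated range of 0.322 to 0.430, and 0.589 in neuron-like cells over 2949 genes, above 0.445 to 0.518. With 1 library per genotype, variation between libraries beyond counting error could not be put into these draws. A value above their range is therefore not read as a shared effect of the genotypes.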

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

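The test of hemocytes in the cell suspension was chosen only after the result was seen.

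Barcodes of 20 to 200 UMIs, which hold free RNA, lie below the minimum for a cell and were used for other genes only as a background, carried hemocyte markers above the control level in both altered genotypes. The 5 markers Hml, srp, NimC1, He and eater, of which 0 belong to another marker list used here, together reached 18.5 CPM in the library labelled mud (95% Poisson interval 15.7 to 21.7, 155 UMIs) and 6.02 CPM in the nanobody library (4.56 to 7.80, 57 UMIs). In control they gave 1 UMI among 7468436, or 0.134 CPM with an upper bound of 0.746. Hml was the most abundant of them, at 0.134, 15.9 and 3.38 CPM in control, the library labelled mud and the nanobody library. The gene Nplp2 followed the same order, at 1.87, 59.1 and 45.1 CPM. Depth argues against a simple counting effect, since these barcodes held 7468436, 8356217 and 9464610 UMIs, which differ far less than the markers do. A candidate source is RNA from a few hemocytes carried along with the brains. If so, called cells should include more cells with at least 3 hemocyte marker UMIs than in control, and 3 were found in the library labelled mud, 1 in the nanobody library and 0 in control. These counts are too few to decide, and since each genotype was prepared in its own library, carry-over at dissection and an effect of genotype on hemocytes cannot be told apart. A biological effect of either genotype stays open and was not tested.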

How the results depend on the processing

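The following settings were chosen only after the results were seen. Some left pros and elav out of the leading genes, used a naming margin of 0.1 or counted cluster 15 as neuroblast-like. Others left out the genes that differed most between libraries, used clustering seed 8 or required 12% ribosomal-protein UMIs. The rest left out cells with hemocyte marker UMIs or scored phases without thinning. No paired analysis was possible because each genotype had 1 library. Values below are in the order control, library labelled mud, nanobody, and log2 ratios over control in the order library labelled mud, nanobody. A result is named under a setting where the value of at least 1 library lay outside its main 95% interval. Except where stated, the cause was not tested.

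Directions against control were steadiest for the neuroblast-like share, which was higher in both altered genotypes in 14 of 14 settings, main values included, and for the GMC-like share, which was higher in 0 of 14. The dpn-positive share was higher in both in 8 of 8 settings, at 1.61 to 2.10 times control in the library labelled mud and 1.97 to 2.34 times in the nanobody library. The neuron-like share was above control in 11 and 12 of 14 settings, the mixed identity share in 1 and 6 of 7, the neuroblast-like G2/M share in 16 and 14 of 16 and the UMI ratio in 10 and 13 of 13. These counts leave out 2 shares that exceeded 90% in every library and so cannot show an order, mixed identity without thinning and G2/M by a minimum of 3 UMIs. Of 835 values recomputed under another setting, 403 belong to the main comparisons. Of these, 210 stayed inside their interval, 192 moved, and 1, a list median outside the central 95% of random lists, changed sign. The moved and inside values include 14 further changes of sign, among the 160 list medians, where the main median lay inside that range. Among 432 values of single genes, 253 stayed inside, 159 moved, and 20 whose main interval left out a ratio of 1 changed sign. A further 14 changed sign where that interval held it.

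With a minimum of 2000 UMIs per cell, the neuroblast-like share was 4.40%, 7.77% and 9.31%, the GMC-like share 25.6%, 20.5% and 17.9%, and the neuron-like share 70.0%, 71.7% and 72.8%. The UMI ratio was 0.928, 0.864 and 1.14, the G2/M share 16.6%, 18.5% and 21.9%, and the dpn-positive share 0.841%, 1.37% and 1.65%. Log2 ratios of regucalcin turned to −0.22 and −0.32, and that of pros in the nanobody library to −0.027. Allowing at most 10% mitochondrial UMIs gave neuroblast-like shares of 4.90%, 8.998% and 9.73%, GMC-like shares of 29.9%, 24.7% and 21.0%, and G2/M shares of 14.8%, 20.02% and 18.6%. When doublets were kept, the neuroblast-like share was 6.37%, 10.1% and 11.01%, the GMC-like share 23.2%, 18.5% and 15.2%, the neuron-like share 70.4%, 71.5% and 73.8%, and the G2/M share 24.1%, 26.6% and 28.6%.

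At Leiden resolution 2, neuroblast-like shares were 5.23%, 9.05% and 9.75%, GMC-like shares 17.7%, 15.9% and 14.1%, neuron-like shares 77.1%, 75.1% and 76.1%, and G2/M shares 22.5%, 25.9% and 26.3%. Clustering without the S and G2/M lists gave neuroblast-like shares of 6.37%, 10.2% and 11.4%, GMC-like shares of 26.8%, 21.6% and 18.6%, neuron-like shares of 66.9%, 68.2% and 70.0%, and G2/M shares of 21.8%, 28.7% and 27.7%. On cells thinned to 1000 UMIs, clustering gave neuroblast-like shares of 7.36%, 11.01% and 13.2%, neuron-like shares of 63.5%, 65.1% and 66.6%, and G2/M shares of 22.0%, 27.6% and 27.9%. Seed 8 gave neuroblast-like shares of 4.91%, 9.17% and 9.90%, GMC-like shares of 25.1%, 20.3% and 17.0%, neuron-like shares of 70.0%, 70.5% and 73.1%, and G2/M shares of 22.0%, 25.4% and 26.0%. Leaving out the genes that differed most gave neuroblast-like shares of 8.38%, 11.3% and 12.7%, GMC-like shares of 25.1%, 21.4% and 17.7%, and neuron-like shares of 66.5%, 67.2% and 69.7%. Under it the UMI ratio was 0.923, 1.11 and 1.12, and the G2/M share 27.2%, 32.5% and 29.8%.

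Naming rules changed the shares by construction, since they change which clusters enter a class or the total. With pros and elav left out of the leading genes, the neuroblast-like share was 4.45%, 8.82% and 9.02%, the GMC-like share 24.3%, 19.5% and 15.97%, and the neuron-like share 71.3%, 71.7% and 75.01%. A naming margin of 0.1 gave 4.26%, 8.48% and 8.49% neuroblast-like, 36.2%, 31.9% and 28.8% GMC-like, and 59.5%, 59.7% and 62.7% neuron-like cells. The UMI ratio then was 0.795, 0.993 and 1.01, and the G2/M share 18.0%, 21.8% and 22.3%. Counting cluster 15 as neuroblast-like gave 10.2%, 17.4% and 15.4% neuroblast-like, 27.9%, 22.1% and 18.9% GMC-like, and 62.0%, 60.5% and 65.7% neuron-like cells. Under this setting the UMI ratio was 1.08, 0.945 and 1.33, and the G2/M share 22.7%, 26.9% and 27.1%. List medians under it were −0.15 and 0.063 for S phase, 0.073 and −0.068 for nucleolus and growth, and 0.079 and 0.13 for Notch targets, and signs changed for both Notch target medians and for the S phase and nucleolus and growth medians of the nanobody library. The log2 ratio of pnt in the library labelled mud turned to 0.026, and that of dpn in the nanobody library to 0.16. As a share of all called cells, neuroblast-like cells made up 3.06%, 5.84% and 5.85%, GMC-like cells 16.7%, 12.9% and 10.3%, and neuron-like cells 37.2%, 35.4% and 36.0%.

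Requiring 12% ribosomal-protein UMIs gave neuroblast-like shares of 9.91%, 11.6% and 13.0%, GMC-like shares of 26.3%, 21.3% and 18.0%, and neuron-like shares of 63.8%, 67.1% and 69.0%. The UMI ratio was 0.992, 0.827 and 0.995, the G2/M share 16.5%, 16.7% and 15.8%, and the dpn-positive share 0.735%, 1.19% and 1.64%. List medians were −0.037 and 0.081 for S phase, 0.062 and −0.047 for temporal, 0.16 and 0.11 for nucleolus and growth, 0.095 and 0.096 for Notch targets, and −0.024 and 0.061 for asymmetric division. Log2 ratios turned to −0.15 and −0.20 for regucalcin and to 0.094 and 0.060 for dpn.

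Depth sets the level of every share of cells with a UMI. Thinned to 2000 UMIs, which left out 1749, 1505 and 1513 shallower cells, the dpn-positive share was 1.24%, 2.46% and 2.89%, the mixed identity share 86.1%, 87.3% and 90.8%, and the G2/M share 16.9%, 18.8% and 21.0%. At 500 UMIs these were 0.472%, 0.946% and 1.01% for dpn, 56.1%, 54.8% and 52.6% for mixed identity, and 19.9%, 21.6% and 19.0% for G2/M. Without thinning they were 2.87%, 5.34% and 5.73% for dpn, 99.5%, 98.3% and 98.6% for mixed identity, and 13.3%, 21.2% and 22.7% for G2/M. The mixed identity share therefore follows depth, and its order among libraries differed between depths. With at least 3 UMIs of the G2/M list as the rule, 93.7%, 93.6% and 95.8% of neuroblast-like cells counted as G2/M, a measure too close to saturation to compare libraries.

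Scaling moved list medians little in the library labelled mud. In the nanobody library, TMM and median-of-ratios scaling gave −0.059 and −0.060 for S phase, 0.031 and 0.030 for G2/M, 0.078 and 0.078 for asymmetric division, and 0.084 and 0.083 for myosin and cortex, respectively. A pseudocount of 1 CPM moved the library labelled mud to 0.35 for temporal and 0.46 for stress. With members of at least 10 CPM, the Notch target medians were −0.16 and −0.15. Without cells that held hemocyte marker UMIs, the temporal median of the library labelled mud was 0.076 and log2 ratios of regucalcin turned to −0.35 and −0.47.

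Thinning each cell to 1000 UMIs before summing gave −0.13 and 0.034 for S phase, −0.020 and 0.099 for G2/M, 0.30 and 0.23 for Notch targets, 0.29 and 0.22 for myosin and cortex, 0.47 and 0.089 for nucleolus and growth, and 0.056 and 0.061 for asymmetric division. It gives every cell the same weight. Log2 ratios of dpn turned to 0.10 and 0.24, and that of pros in the nanobody library to −0.23. Taking cells with a dpn UMI and no nSyb UMI gave 0.24 and 0.094 for nucleolus and growth, −0.25 and −0.11 for S phase, and −0.19 and 0.028 for G2/M. Under it regucalcin turned to −0.26 and −0.25, CG46301 and pros in the library labelled mud to 0.14 and 0.0088, and Rbp6 and CycE in the nanobody library to 0.47 and −0.027.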

Other observations

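The tests of depth per cell, of mushroom body cells and of cluster borders were set out before their outcome was known. Those of ribosomal-protein content, recovery in the sort, single libraries, hemocyte-like cells, DIP-alpha, the X chromosome, of retn alone, and of free RNA and immature neurons for the E(spl) genes were chosen only after the results were seen.

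The neuroblast-like share was higher in the library labelled mud and in the nanobody library than in control. A difference in depth per cell is argued against as the whole cause, because with every cell thinned to 1000 UMIs the dpn-positive share in the library labelled mud was still 2.04 times that of control, with intervals apart in both altered genotypes. Better recovery of every progenitor would raise GMC-like cells as well, but their share of all called cells in the library labelled mud was 0.773 times that of control. That ratio leaves out the unnamed cluster 2, which scored as GMC-like and held 4.55% of called cells in control and 5.25% in the library labelled mud. With it the ratio would be higher. Cells with few ribosomal-protein UMIs made up 22.1%, 19.0% and 18.4% of called cells in control, the library labelled mud and the nanobody library. Among the other cells, with the clusters as they were, the neuroblast-like share was 4.92%, 8.82% and 9.42%, and the ratio of the library labelled mud to control was 1.79. This test was first run with clusters drawn anew on those cells, which gave 9.91%, 11.6% and 13.0%. It was then switched to the fixed clusters, since new clusters change which cells count as neuroblast-like. The gap to control therefore depends on how clusters are drawn, although its direction held both times. With 1 library per genotype, a difference in dissection, sorting or library preparation cannot be told apart from an effect of genotype. An effect of genotype stays open.

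Nplp2 was absent from neuroblast-like cells of control and abundant in those of the library labelled mud. Of its UMIs there, 99.7% lay in cells with at least 3 hemocyte marker UMIs, of which the library held 3. This fits a hypothesis of hemocyte-like cells, or doublets with them, inside cluster 20. Without such cells the log2 ratio fell to 0.44, that of CG8157 to 0.03, and that of regucalcin to −0.35, so these genes may say little about neuroblasts.

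DIP-alpha (FBgn0052791, X 3507245 to 3571649, minus strand) took 1.28% of UMIs in called cells of control, 4.29% in the library labelled mud and 1.84% in the nanobody library. That is 12797, 42923 and 18434 CPM, 3.35-fold and 1.44-fold above control. Free RNA is argued against as the whole cause, since in barcodes of 20 to 200 UMIs the library labelled mud stood only 1.36-fold above control, at 24584 against 18130 CPM, with 17983 CPM in the nanobody library. The non-coding gene lncRNA:CR34335 lies on the same strand inside this span, at X 3545750 to 3546110. Reads from it could be assigned to DIP-alpha, and because read positions were not used here, the 3.35-fold excess cannot be told apart between the genes. The level of DIP-alpha is uncertain for that reason.

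Some genes changed alike in neuroblast-like, GMC-like and neuron-like cells of the library labelled mud. Among the 2073 genes that reached 50 CPM in each of these classes in at least 1 library, they were led by sordd1, Hsp70Ab and DIP-alpha. CG32640 on X stayed below that level in neuron-like cells and was not ranked, with log2 ratios of −2.44, −2.42 and −1.68. Among the 50 genes changed most alike, 17 lie on X, or 34.0% (95% binomial interval 21.2 to 48.8), against 377 of 2073 genes tested, or 18.2%. For the nanobody library the share was 22.0% (11.5 to 36.0), which includes the background. The difference between the libraries was not itself tested. The excess in the library labelled mud could come from sequence variants linked to mud4 on X. That explanation remains a hypothesis because other causes in a single library were not excluded. A different share of male larvae is among them, since the sex of the larvae was not analysed here. Hsp70Ab is uncertain among these genes because near-identical copies share its reads.

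Imp was higher in neuroblast-like cells of the library labelled mud, with a log2 ratio of 0.84. A larger part of mushroom body neuroblasts among these cells was tested with the markers ey, retn and tll. The cluster of neuron-like cells led by retn held 117, 260 and 86 cells in control, the library labelled mud and the nanobody library. After thinning to 1000 UMIs, a UMI of these markers was held by 16.4% (13.0 to 20.2), 16.1% (13.7 to 18.8) and 13.7% (11.4 to 16.3) of neuroblast-like cells, and by 2.67%, 1.77% and 0.877% of glia-like cells. Median depths were 8754.5, 5698 and 6675 UMIs in the former and 7297, 6549.5 and 4386.5 UMIs in the latter. Unthinned, the shares were 46.3%, 41.2% and 35.5% in neuroblast-like cells and 10.7%, 8.85% and 2.63% in glia-like cells. Summed over neuroblast-like cells, ey stood at 118, 124 and 119 CPM, retn at 4.28, 61.2 and 9.20 CPM and tll at 50.2, 38.6 and 30.8 CPM. Without the cells that held an unthinned UMI of any of them, Imp stood at 1191, 2114 and 1166 CPM and its log2 ratio was 0.82. This decides little, because it also left out the deeper cells, and more so in the library labelled mud, where the median of the cells kept was 4037.5 UMIs against 7675.5 in control. A UMI of retn alone was held by 6, 41 and 12 neuroblast-like cells, in which Imp stood at 2414, 4994 and 2175 CPM. Without these cells Imp stood at 1034, 1623 and 1014 CPM, a log2 ratio of 0.65. Mushroom body neuroblasts may therefore contribute to the rise, and since such cells can lack a retn UMI, their part cannot be told apart from a rise in other neuroblasts. An effect of genotype on Imp stays open and was not tested. Imp belongs to the temporal list, and a difference in larval age within the 72 to 96 h window was not tested either.

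E(spl)m7-HLH, E(spl)m8-HLH and E(spl)mbeta-HLH were higher in GMC-like cells of both altered genotypes. Their summed level was 73.7 CPM in control (69.9 to 77.7), 229 CPM in the library labelled mud (221 to 237) and 175 CPM in the nanobody library (168 to 182), rises of 155 and 101 CPM. In neuroblast-like cells the sum was 176, 159 and 167 CPM, and in neuron-like cells 250, 249 and 237 CPM. Free RNA is argued against, since in barcodes of 20 to 200 UMIs the sum was 153, 141 and 172 CPM and the nanobody library stood only 19.2 CPM above control, while the library labelled mud stood below it. Immature neuron-like cells counted as GMC-like would bring Hey, which neuron-like cells held at 242, 174 and 180 CPM. In GMC-like cells Hey stood at 4.51, 9.74 and 7.59 CPM, and its rise of 5.23 CPM in the library labelled mud and 3.08 CPM in the nanobody library is far below the rise of the E(spl) genes. Cluster borders are argued against as well, since under 10 other clusterings or cell selections the lowest log2 ratio of the sum was 0.94 and the highest 1.58. A candidate explanation is stronger Notch signalling in GMC-like cells of both genotypes. It remains a hypothesis, because the genes were picked from their list after 72 list medians had been seen and because each genotype had 1 library.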
